# Thioredoxin Domain Containing 5 Suppression Elicits Serum Amyloid A-Containing High-Density Lipoproteins

**DOI:** 10.3390/biomedicines10030709

**Published:** 2022-03-18

**Authors:** Javier Sánchez-Marco, Roberto Martínez-Beamonte, Alicia De Diego, Tania Herrero-Continente, Cristina Barranquero, Carmen Arnal, Joaquín Surra, María A. Navarro, Jesús Osada

**Keywords:** thioredoxin domain containing 5, TXNDC5, serum amyloid, HDL, SAA, *Saa1*, *Saa2*, liver, *Txndc5*-deficient mice, RNAseq

## Abstract

Thioredoxin domain containing 5 (TXNDC5) is a protein disulfide isomerase involved in several diseases related to oxidative stress, energy metabolism and cellular inflammation. In a previous manuscript, a negative association between fatty liver development and hepatic *Txndc5* expression was observed. To study the role of TXNDC5 in the liver, we generated *Txndc5*-deficient mice. The absence of the protein caused an increased metabolic need to gain weight along with a bigger and fatter liver. RNAseq was performed to elucidate the putative mechanisms, showing a substantial liver overexpression of serum amyloid genes (*Saa1*, *Saa2*) with no changes in hepatic protein, but discrete plasma augmentation by the gene inactivation. Higher levels of malonyldialdehyde, apolipoprotein A1 and platelet activating factor-aryl esterase activity were also found in serum from *Txndc5*-deficient mice. However, no difference in the distribution of high-density lipoproteins (HDL)-mayor components and SAA was found between groups, and even the reactive oxygen species decreased in HDL coming from *Txndc5*-deficient mice. These results confirm the relation of this gene with hepatic steatosis and with a fasting metabolic derive remedying an acute phase response. Likewise, they pose a new role in modulating the nature of HDL particles, and SAA-containing HDL particles are not particularly oxidized.

## 1. Introduction

The transcriptome is the complete set of transcripts in the cell, including mRNA (mRNA), non-coding RNAs (ncRNA) and small RNA [1]. In mammals only, around 20,000 of these transcripts are translated, but alternative splicing generates an even larger number of different proteins [2,3]. Approximately a third of the proteins are being transported through the endoplasmic reticulum (ER), an organelle specialized in protein homeostasis, folding and assembly, in which the oxidative environment maintained by the glutathione balance is crucial to the correct formation of disulfide bonds [4].

The protein disulfide isomerase family (PDIs) and several chaperones work together to reduce the risk of misfolding and aggregation in the ER [5,6]. PDIs contain at least one thioredoxin (TRX)-like domain that catalyze the protein disulfide isomerase and redox activity [6,7]. One of these PDI, thioredoxin domain containing protein 5 (TXNDC5), also known as resident endoplasmic reticulum 46 (Erp46) or PDI15, contains three TRX domain which show a CXXC catalytic [8] sequence involved in redox and disulfide isomerase activities, followed by a C-terminal KDEL sequence that retains it in the ER [9].

Several biological functions of TXNDC5 have been proposed, including anti-oxidation, angiogenesis promotion, energy metabolism and involvement in cellular inflammation among others [10,11,12]. According to that, several studies have proved that a high expression of Txndc5 is linked with high resistance tumors including hepatocellular, cervical and gastric carcinome, prostate and renal cell adenocarcinoma, and rhabdomyosarcoma and colorectal cancer [10,11,13,14,15,16,17,18,19,20]. Lastly, it is involved in other diseases correlated with oxidative tissues such as rheumatoid arthritis (RA), diabetes, and non-alcoholic fatty liver [12,21,22,23,24].

In a previous manuscript from the group, TXNDC5 was found negatively associated with the degree of fatty liver development, following squalene administration [8]. Squalene is the main hydrocarbon present in extra virgin olive oil and has been postulated to be one of the main components to modulate the known anti-hepatic steatosis effect of the Mediterranean diet in *Apoe*-deficient mice [25,26,27]. Chronic liver disease is a major cause of morbidity and mortality in which the progression is characterized by an ongoing inflammatory process along with an alteration of hepatic lipid metabolism [28,29]. All the findings may suggest an important role for TXNDC5 in hepatic steatosis development. 

Recent evidence has found that in vivo deletion of *Txndc5* in endothelial cells has been shown to increase endothelial nitric oxide synthase protein and reduce atherosclerosis in Apoe-deficient mice [30]. Moreover, TXNDC5 promoted liver fibrosis through redox-dependent hepatic stellate cell activation [31], but its inhibition alleviated LPS-induced sepsis by inhibiting the NF-kappaB signaling pathway [32]. These recent advances suggest that TXNDC5 may have an impact role on hepatic transcriptome as well. In this manuscript, we developed *Txndc5*-deficient mice using CRISPR-Cas9 technology and performed a liver RNA-seq to characterize and elucidate if any of the hepatic steatosis factors may be linked with this PDI. 

## 2. Materials and Methods

### 2.1. Generation of Txndc5-Deficient Mice Using CRISPR/hifiCas9 Genome-Editing

Recombinant high fidelity (hifi) Cas9 enzyme and two single guide RNAs (sgRNA) targeting intron 2 and intron 3 of *Txndc5* were electroporated into C57Bl/6J mouse zygotes to generate mice with a deletion spanning exon 3 of *Txndc5* (Supplemental Figure S1A). 

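*Txndc5*, which the deposited table lists under the NCBI Gene identifier 105245, lies on the minus strand of chromosome 13 from 38500079 to 38528824 in the GENCODE M21 annotation of the mouse genome build GRCm38. The paper's text does not name the genome build, so these coordinates belong to that annotation alone. The annotation gives 3 coding transcripts of the gene, each with 10 exons. Exon 3 spans 38518983 to 38519088 in all 3 of them and is entirely coding. Its sequence on the coding strand, from the first of these transcripts, is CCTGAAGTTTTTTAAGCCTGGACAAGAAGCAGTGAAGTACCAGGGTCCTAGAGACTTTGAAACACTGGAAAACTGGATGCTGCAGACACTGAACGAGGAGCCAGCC. The exon holds 106 bases, of which 49.1% are G or C, and in this transcript they are bases 454 to 559. A length of 106 bases leaves a remainder of 1 when divided by the codon length of 3. A transcript that joins exon 2 to exon 4 therefore changes its reading frame in the annotated coding transcripts. The introns on either side, in which the guides were placed, lie between exon 2 (38523329 to 38523478) and exon 4 (38513068 to 38513164).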

Briefly, the two CRISPR RNA guides were designed using CHOPCHOP (http://chopchop.cbu.uib.no/; accessed on 5 May 2018) and were used as annealed two-part synthetic crRNA and tracrRNA molecules (Alt-R^®^ CRISPR guide RNAs, Integrated DNA Technologies, Inc. (IDT), Leuven, Belgium).

The resulting sequences were crRNA1: 5′-CCAACCAGAAAGGGCACAAG-3′ and crRNA2: 5′-CCAACCAGAAAGGGCACAAG-3′. The ribonucleoprotein mixes were prepared as described [33]. The hifi Cas9 protein (IDT #1081060) in complex with both targeting sgRNA (cr:trac RNA) (IDT #1072532) that direct the Cas9 at both ends of the third exon of *Txndc5* were electroporated into C57BL/6J (Janvier labs, Le Genest-Saint-Isle, France) mouse zygotes in M2 medium and cultured overnight at 37 °C [33]. Two-cell embryos were transferred into the uterus of pseudopregnant Swiss (Janvier labs) female mice at 2.5 dpc. The preparation of mouse zygotes, electroporation of hifi Cas9/sgRNAs, embryo transfer, and initial breeding of the *Txndc5*-deficient mice were performed by the transgenic mouse facility at the Centro de Investigación Biomédica de Aragón (CIBA) as previously described [34]. Founders harboring a deletion of the intended target site were identified by the presence of a smaller PCR amplicon (~132 base pair) instead of the original amplicon (432 bp), corresponding to the expected size of the region with exon 3 deleted using 5-forward primer 5′-GCAGCTATGCTATGTTCTTGAGCT-3′ and reverse primer 5′-GCATGGTTTTTGTTACCTCATTGG-3′. Four different founders with the deletion were obtained of 31 born mice from electroporated zygotes, all PCR products of the founders were confirmed by sequencing.

The potential off-targets of CRISPR were assayed by sequencing analysis at off-target sites predicted by CHOPCHOP, CRISPRater and Off-spotter. Four loci displaying the highest likelihood of unspecific cleavage of each guide were selected and amplified on the first mice generation and T7 endonuclease assay (#IC006, Genecopoeia, Rockville, MD, USA) was used to check off-target effects. 

One random male founder was crossed to C57BL/6J wild type mice to obtain heterozygous offspring; the heterozygous progeny was crossed to generate homozygous *Txndc5*-deficient mice (C57BL/6JRj-*Txndc5*<em2Mdnp>/Ciba, MGI:6444222). The latter were born at the expected Mendelian frequency, showed no detectable developmental defects, thrived at normal rate and both sexes were fertile.

### 2.2. Animals and Diets

Two-month-old male mice were used in all experiments and housed in sterile filter-top cages on a 12-h light/12-h dark cycle at the CIBA. All had *ad libitum* access to food and water. Mouse experiments were carried out in accordance with the EU Directive 2010/63 on the protection of animals used for scientific purposes and the study protocol was approved by the Ethics Committee for Animal Research of the University of Zaragoza (PI35/18 and PI03/21).

For 4 weeks, mice received a purified diet, based on the purified AIN-93 diet for laboratory mice. All diets were prepared in our facilities, lyophilized, and stored at −20 °C until use. The composition of these diets was described previously [35]. Intake and body weights were monitored every week. At the end of the 4-week dietary intervention, food was withdrawn for 16 h, and the mice were weighed and then sacrificed by suffocation in a CO_2_ chamber. Blood samples were drawn by cardiac puncture, and plasma and serum were centrifuged at 3000× *g* for 10 min. The livers were removed and frozen in liquid nitrogen and stored at −80 °C until processing and an aliquot was stored in buffered formaldehyde.

### 2.3. RNA Extraction

Each liver was homogenized using Tri Reagent from Ambion^®^ (Life Technologies, Carlsbad, CA, USA) and total RNA was extracted using spin column kit Direct-zol^TM^ RNA Miniprep (Zymo Research, Irvine, CA, USA), following the manufacturer’s instructions. RNA was quantified by absorbance at A_260/280_ using Nanodrop Spectrophotometer (Thermo) and the ratio was greater than 1.75 as well as the ratio A_260/230_. The integrity of the 28S and 18S ribosomal RNAs was verified by 1% agarose gel electrophoresis followed by ethidium bromide staining with a ratio 28S/18S greater than 2.

### 2.4. RNAseq Analysis

For RNA sequencing, 3 pools of wild type mice were prepared using equal amounts of hepatic total RNA of three mice. Another 3 pools were prepared for *Txndc5*-deficient mice combining total RNA from three mice per pool. The resulting 6 samples were sent to the Beijing Genomics Institute (BGI Genomics, Shenzhen, China) service. RNA quality tested, library construction, sequencing reads and posterior clean, genome mapping, analysis, identification, and quantification were realized as previously described [36]. A Bioinformatics flow of about 4.52 Gb per sample had an average genome mapping rate of 93.1%. 

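The clean bases of the 6 libraries averaged 4.52 Gb, from 4.40 Gb in WT pool 1 to 4.61 Gb in KO pool 4. The KO libraries held 4.57 ± 0.0404 Gb (SD, n = 3 pools) and the WT libraries 4.47 ± 0.107 Gb (SD, n = 3 pools), a difference that did not exceed the spread between pools (two-sided exact permutation test, p = 0.3). The smallest p that 3 pools against 3 allow in this test is 0.1. Leaving out WT pool 2 changed the difference between the genotypes most, from 0.107 Gb to 0.168 Gb.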

The complete datasets were deposited in the GEO database (Accession number GSE185515)**.**

### 2.5. Quantification of mRNA and cDNA Synthesis

To verify the most relevant changes induced by the absence of TXNDC5 using RNAseq, represented by signal log_2_ ratio > 1.0 or <−1.0 and a *p* value < 0.005 for upregulated and downregulated, respectively, 10 genes fulfilling these criteria were chosen. Primer design (Supplementary Table S1), RT-PCR and cDNA synthesis were carried out as previously described [36]. ViiA7 Real-TIME PCR System (Life Technologies) was used, and relative amount of mRNA was calculated using the comparative 2^−ΔΔCq^ method and normalized to the reference *Ppib* expressions.

### 2.6. Western Blotting

Liver protein extraction, quantification and transference to a PVDF membrane was done as previously described [37]. Rabbit polyclonal antibodies were used against the different proteins: TXNDC5 (#19834-1-AP) (1/1000) from Proteintech (Manchester, UK) and serum amyloid protein (# PA5-102456) (1/500) from Thermo Fisher Scientific (Madrid, Spain). Equal loadings were confirmed by using a mouse monoclonal anti- β-ACTIN (#A5441) (1/2000) from Sigma (St Louis, MO, USA). Membranes were washed three times with a PBS buffer containing 0.1% Tween 20 and incubated for 1 h at room temperature with conjugated goat anti-rabbit IgG (H&L) DyLight 800 secondary antibody (SA5-35575) and goat anti-mice IgG (H&L) DyLight 680 secondary antibody (SA5-35518), both from Thermo-scientific, diluted 1/80,000. Images were captured using an Odyssey^®^Clx (LI-COR, Bad Homburg, Germany).

### 2.7. Histological Analysis

A portion of the liver was fixed in formaldehyde, paraffin-embedded, and sectioned. Sections were then stained with hematoxylin and eosin, scanned and scored for lipid droplet area, inflammation, necrosis, and fibrosis by trained histologists blinded to the experimental groups. The lipid droplet areas were estimated in sections with Adobe Photoshop CS3 (Adobe Inc., San Jose, CA, USA) and expressed as percentage of total liver section as previously described [26].

### 2.8. Plasma Determinations and Liver Lipids

Total plasma cholesterol and triglyceride concentrations were measured in a microtiter assay, using Infinity^TM^ commercial kits (Thermo Scientific, Madrid, Spain). Plasma ketones were measured using a colorimetric assay (Fujifilm Wako chemicals, Richmond, VA, USA). Total apolipoprotein A1 (APOA1) and apolipoprotein A4 (APOA4) were quantified by ELISA using anti-mouse APOA1 (#K23001R, Biodesign, Standford, CA, USA) and anti-goat APOA4 (sc-19036, Santa Cruz Biotechnology, Heidelberg, Germany). Serum amyloid A protein was determined by an ELISA kit (#MOFI00094, ARP American Research Products, Inc.^TM^, Waltham, MA, USA). Serum arylesterase activity of paraoxonase (PON1) was assayed, as previously described [38], and PAH-AH activity was determined using PAF acetylhydrolase assay kit (#760901, Cayman Chemical, Ann Arbor, MI, USA). Malondialdehyde (MDA) was determined using Lipid Peroxidation (MDA) Assay Kit (#MAK085, Sigma).

Plasma lipoprotein profile was determined in 100 μL of pooled plasma samples from each group by fast protein liquid chromatography (FPLC) gel filtration using a Superose 6B column (GE Healthcare, Chicago, IL, USA) in 48 fractions as previously described [39].

Total cholesterol was determined using 0.01 mg/mL Amplex Red (#C291, Tebu-bio, Barcelona, Spain), 2 U/mL horseradish peroxidase, 0.5 U/mL cholesterol oxidase and 0.5 U/mL cholesterol esterase (#P8375, #228250, #C1403, Sigma) dissolved in 50 mM K_2_HPO_4_ and 25 mM CaCl_2_ pH 7.4. To determine non-esterified cholesterol, the same protocol without the addition of cholesterol estearase was used, and the difference between both was calculated and expressed as the esterified cholesterol. Phosphatidylcholine was determined using 0.01 mg/mL Amplex Red (#C291, Tebu-bio), 2 U/mL horseradish peroxidase, 0.5 U/mL choline oxidase and 0.5 U/mL phospholipase D (#P8375, #C5896, #P0065, Sigma) dissolved in 25 mM Tris/HCL and 25 mM CaCl_2_, pH 8, resorufin was measured at 550 nm excitation wavelength and 590 nm emission wavelength.

Hepatic lipids were extracted using chloroform-methanol, dried, solubilized in isopropanol and measured using Infinity^TM^ commercial kits (Thermo Scientific, Madrid, Spain).

### 2.9. Reactive Oxygen Species (ROS) Content in Lipoproteins

The presence of ROS was assessed by measuring the conversion of 2,7-dichlorofluorescein diacetate into fluorescent dichlorofluorescein [40] in FPLC-isolated fractions corresponding to the different lipoproteins [41]. Briefly, high density lipoproteins (HDL) were incubated at 37 °C with 10 µg of dichlorofluorescein, 0.1% sodium azide in PBS. After 2 h of incubation, fluorescence was measured at an excitation wavelength of 485 nm and an emission wavelength of 535 nm [41].

### 2.10. Statistics

Results are presented as means and their standard deviations. The normal distribution of data was analyzed according to Shapiro–Wilk test, and homology of variance among groups using Bartlett’s or Levene’s tests. Parameters fitting both criteria were analyzed using one-tailed Student’s *t* test. A Mann–Whitney U test or non-parametric Kruskal–Wallis ANOVA followed by Dunn’s multiple comparisons was used to compare the groups failing in any of the hypotheses. Association between variables was assessed by Spearman’s correlation coefficient (ρ). All calculations were performed using SPSS version 15.0 software (SPSS Inc, Chicago, IL, USA) or GraphPad Prism 5 for Windows (GraphPad, San Diego, CA, USA). A *p* value of less than 0.05 was considered statistically significant.

## 3. Results

### 3.1. Generation of Txndc5-Deficient Mice

We verified that the two-single guide RNAs designed to flank the third exon of *Txndc5* (Supplementary Figure S1A) produce the deletion of the exon, showing a 310 bp deletion which verified the correct deletion of the third exon of *Txndc5* (Supplementary Figure S1B). Off-target analyses were carried out in four potential loci for each guide, resulting in a non-specific cut (Supplementary Figure S1C). Lastly, the levels of expression at RNA and protein levels were verified, which allow us to confirm the total loss of TXNDC5 in the liver (Supplementary Figure S1D).

### 3.2. Somatometric Parameters

To avoid hormonal influences and due to a limited number of females, these were not included in this study, which represents a limitation 

For 4 weeks, 13 wild type (WT) and 10 *Txndc5*-deficient (or Knock-out, KO) two-month-old male mice born of heterozygous crosses were fed with a purified chow diet. After this period, KO males gained significantly less weight (mg) per kcal of food intake (Figure 1A). Mice were fasted 16 h prior to sacrifice, in which the percentages of loss of weight during fasting were not significantly different between both groups (5.8 ± 0.9 vs. 5.5 ± 1.2, *p* < 0.278 for WT and KO, respectively). In contrast with the animal weight, there was a significant increase in its liver weight (Figure 1B).

### 3.3. Liver Histological Analyses and Hepatic Lipid Content

According with the gained mass in KO livers, there was a significant increase in the hepatic content of both cholesterol and triglycerides (Figure 1C,D). However, the lipid droplet area did not differ between both groups, nor were there inflammatory foci (Figure 1E,F).

### 3.4. Hepatic Gene Expression of Txndc5-Deficient Male Mice Fed for 4 Weeks on a Chow Diet

To determine the impact of *Txndc5* on hepatic transcriptome, three RNA pools from 13 WT and 10 KO animals receiving the chow diet were submitted to next generation sequencing. 

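Liver RNA of male mice was sequenced as 6 libraries, 3 of WT and 3 of KO, and the paper's methods state 3 mice per pool. The WT libraries came from pools numbered 1, 2 and 5 and the KO libraries from pools numbered 2, 3 and 4. After the filter of the sequencing service, WT pools 1, 2 and 5 held 44040160, 45928704 and 44091918 clean reads, and KO pools 2, 3 and 4 held 45787768, 45345810 and 46050030. The 3 KO libraries and WT pool 2 started from 49.97 M raw reads each, and WT pools 1 and 5 from 47.48 M each. Ribosomal RNA made up 0.67% and 0.69% of the reads in WT pools 1 and 5, and between 0.26% and 0.40% in the other 4 libraries.

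For the comparison of KO with WT, the authors deposited 1 expression value per genotype for each of 16123 genes, with the log2 ratio of KO over WT, the *p* value and the adjusted *p* value from DESeq2. The log2 of the ratio of the 2 values equals the deposited log2 ratio in every gene. The log2 ratio is shrunken toward 0, which lowers the ratios of weakly expressed genes most. The midpoint of a gene's 2 values is the mean over the 6 libraries of the reads divided by the size factor of each library. Each value therefore follows from that mean and the shrunken ratio, and is not a mean over the 3 libraries of its genotype. In the authors' deposited table, *Txndc5* had a value of 2697 in WT and 90.8 in KO. With 1 value per genotype no spread between pools can be read from these columns directly, and the *p* values printed from them are those of the authors.

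Because reads are whole numbers, the reads of each library could be recovered for weakly expressed genes, a step chosen after the table was examined. Genes with a single read in the whole experiment took 6 recurring values, 3 among genes listed as higher in KO and 3 among genes listed as lower. These gave the worth of 1 read in each library, and from it size factors of 1.31, 1.04 and 0.886 for the KO libraries and 1.22, 0.879 and 0.818 for the WT libraries, a 1.60-fold range. All sets of 6 whole numbers that give a gene's mean value were then enumerated, and a gene was counted as resolved where a single set was left. For genes with a sum of normalized reads up to 400 over the 6 libraries, 8062 of 8081 were resolved (99.8%). Among the resolved genes with a log2 ratio under −0.5 or over 0.5, the recovered reads went in the deposited direction in 1132 of 1132. The resolved genes are the weakly expressed ones, and *Txndc5*, *Saa1*, *Saa2* and *Lcn2* are not among them. The recovered libraries carry no pool number, and they are named here by genotype and size factor.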

Reads from each library were mapped onto the genome of reference followed by gene prediction, having a mapping ratio close to 93% (Supplementary Table S2). 

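The authors' mapping rates were 93.5%, 93.5% and 91.6% of the clean reads in WT pools 1, 2 and 5, and 93.5%, 93.7% and 92.9% in KO pools 2, 3 and 4. Their mean over the 6 libraries was 93.1%. The KO libraries averaged 93.3 ± 0.418% (SD, n = 3 pools) and the WT libraries 92.9 ± 1.07% (SD, n = 3 pools). The difference of 0.483 percentage points was smaller than the spread of the WT pools (two-sided exact permutation test, p = 0.5, with 0.1 as the smallest p possible). It rested on WT pool 5, and without that pool it was −0.132 percentage points. Uniquely mapped reads made up 64.6 ± 1.12% (SD, n = 3 pools) of the clean reads in KO and 63.3 ± 1.15% (SD, n = 3 pools) in WT, which the same exact permutation test did not separate either (p = 0.2). Among the 4 libraries with 49.97 M raw reads there is a single WT pool, so no test within that group was possible.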

Transcripts were reconstructed, identifying 5419 novel transcripts, of which 4879 them were predicted coding transcripts. After genome mapping, the SNP and INDEL variant for each sample were analysed, with no difference observed between groups (Supplementary Table S3). Changes in the relative abundance of isoforms, regardless of the expression change, indicate a splicing-related mechanism. We detected five types of alternative splicing (AS) events, including Skipped Exon (SE), Alternative 5’ Splicing Site (A5SS), Alternative 3’ Splicing Site (A3SS), Mutually exclusive exons (MXE) and Retained Intron (RI), with no changes in total events (Supplementary Table S4).

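Alternative splicing events were counted by the sequencing service in each library, and the total of the 5 types was compared between genotypes. The totals were 4675, 7137 and 4659 events in WT pools 1, 2 and 5, and 6420, 5961 and 4958 events in KO pools 2, 3 and 4. The mean was 5780 ± 748 events (SD, n = 3 pools) in KO and 5490 ± 1426 events (SD, n = 3 pools) in WT. The difference of 289 events was well within the spread between pools (two-sided exact permutation test, p = 0.8). Skipped exons, the most frequent type, numbered 3508 ± 506 (SD, n = 3 pools) in KO and 3353 ± 1019 (SD, n = 3 pools) in WT (exact permutation test, p = 0.8). Alternative 3′ splicing sites numbered 905 ± 80.2 (SD, n = 3 pools) and 831 ± 150 (SD, n = 3 pools), with the lowest p of the family (exact permutation test, p = 0.5). The 5 types and their total form a family of 6 tests, and the Benjamini-Hochberg adjusted p of the exact permutation tests was 0.9 for each of them. With 3 pools against 3 the exact permutation test cannot go below p = 0.1.

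Per M clean reads, the totals became 126 ± 16.8 events (SD, n = 3 pools) in KO and 122 ± 28.6 events (SD, n = 3 pools) in WT. The sign of the difference was set by single pools. Without WT pool 2 the KO mean was 1113 events above the WT mean, and without WT pool 5 the difference was −126 events. WT pools 1 and 5, with fewer raw reads, had between 4659 and 4675 events, and the other 4 libraries between 4958 and 7137. Because WT pool 2 is the single WT library among those 4, a difference between genotypes could not be tested within them.

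**Figure D1:**
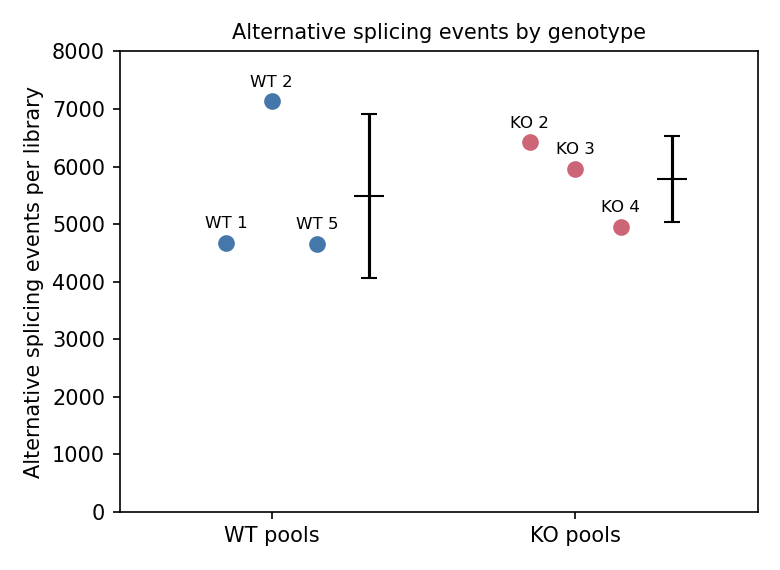
Alternative splicing events per library in WT (pools 1, 2 and 5) and KO (pools 2, 3 and 4) livers. The vertical axis starts at 0 and gives the number of events of all 5 types, each point is a library labelled with its pool number, and the bars give the mean and SD of each genotype. WT pool 2 has the highest total and the other two WT pools the lowest, so the KO libraries fall within the range of the WT libraries.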

Differentially expressed genes, shown in Figure 2A, were 638 in the WT and 674 in the KO group. 

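Genes read in a single genotype were counted from the recovered reads. A gene counted as detected in a genotype when at least 1 of its 3 libraries held a read. On that rule 634 genes were read in WT libraries only, 668 in KO libraries only and 14821 in both genotypes, where the 7571 genes whose reads were not resolved were counted as detected in both. The lowest sum of normalized reads among those unresolved genes was 303, so that a complete lack of reads in a genotype would show in their log2 ratio. Of the 1302 genes read in a single genotype, 696 had 1 read in the whole experiment, 1133 had 3 reads or fewer, and 17 had more than 10 reads. Their median was 1 read. At this depth a gene with so few reads in 1 genotype cannot be told from a gene present in both. Genes with reads in all 3 WT libraries and none in KO numbered 18, and genes with reads in all 3 KO libraries and none in WT numbered 26. The counts depend on the detection rule, most of all on a minimum of 1 for the deposited value of a genotype. That rule gave 69 genes for WT and 61 for KO and can count genes with reads in both genotypes.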

Differentially expressed genes (DEGs) with <−2 or >2 expressed as log_2_ ratio and a low false discovery rate of *p* < 0.0001 displayed only 4 genes (Figure 2B).

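In the authors' deposited table, 4 genes had an adjusted *p* value under 0.05, *Saa1* and *Saa2* as higher in KO and *Txndc5* and *Moap1* as lower. The next gene by *p* value in the authors' deposited table was *Rhobtb1*, with an adjusted *p* value of 0.230. The limits of 2 on the log2 ratio and 0.0001 on the adjusted *p* value were passed by 3 genes, *Txndc5*, *Saa1* and *Saa2*. *Moap1* passed the limit on the log2 ratio, with an adjusted *p* value of 2.56e-04 in the authors' deposited table. The adjustment was repeated by the Benjamini-Hochberg method over the 14106 genes with a mean value of at least 1, and the same 4 and the same 3 genes passed. Over all 16123 genes this method returns the deposited adjusted *p* values, so that repeating it could not change the genes. With the limit of 0.0001 on the unadjusted *p* value, an alternative chosen after the data were seen, *Moap1* passed as well.

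Unadjusted *p* values under 0.05 were given to 274 genes in the authors' deposited table, or 1.70%, where chance alone gives 5% for genes with enough reads. Among the 11367 genes with a mean value of at least 10 the share was 2.22%. For the 3306 genes with recovered reads and a sum of normalized reads between 60 and 400, the genotypes were also compared with limma on log2(normalized reads + 1). In that comparison 0 genes had an adjusted p under 0.05 and 54 genes had an unadjusted p under 0.05 (1.63%). In the authors' deposited table 2.75% of the same genes had an unadjusted *p* value under 0.05. *Moap1*, which is within this range of expression, had a log2 difference of −4.55 (standard error 1.49, limma's adjusted p = 0.999). A term for the library with the largest size factor in each genotype moved the limma counts most. It gave 2 genes with an adjusted p under 0.05, and 251 genes with an unadjusted p under 0.05 (7.59%).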

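A log2 ratio over 1 or under −1 and a *p* value under 0.005 in the authors' deposited table were met by 22 genes, of which 9 were higher and 13 lower in KO. They include *Saa1*, *Saa2*, *Slc4a1*, *Lcn2*, *Rhobtb1*, *Cyp7a1*, *Resf1*, *Txndc5* and *Moap1*, which are 9 of the 10 genes of Table 1. The other 13 genes were *Cyp26b1*, *Ddx3y*, *Esf1*, *Exosc9*, *Ints6*, *Maff*, *Meiob*, *Mphosph10*, *Orm2*, *Rnf8-cmtr1*, *Thoc2*, *Trp53inp1* and *Wee1*. *Lpin1*, the remaining gene of Table 1, has a log2 ratio of 0.997 in the authors' deposited table. Centring the ratios on the median of the genes with a mean value of at least 1, which was −0.05, brought it to 1.04 and the count to 23 genes. Of the 16123 genes, 29 had a *p* value under 0.005 in the authors' deposited table.

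Among the 5 genes with the smallest *p* values outside Table 1, reads per library were recovered for *Rnf8-cmtr1* and *Meiob*. The normalized reads of *Rnf8-cmtr1*, a read-through gene that overlaps *Rnf8* and *Cmtr1*, were 8.46 ± 6.11 (SD, n = 3 libraries) in KO and 46.6 ± 23.6 (SD, n = 3 libraries) in WT. The log2 ratios of *Rnf8* and *Cmtr1* themselves were 0.07 and −0.05 in the authors' deposited table. *Meiob* had 4.19 ± 1.02 normalized reads (SD, n = 3 libraries) in KO and 22.6 ± 2.01 (SD, n = 3 libraries) in WT. In both genes every KO library lay below every WT library (two-sided exact permutation test, p = 0.1, the smallest p possible). The other 3 of these genes were *Wee1* (log2 ratio 1.22, *p* = 4.65e-04), *Ddx3y* (−1.60, *p* = 8.06e-04) and *Cyp26b1* (1.05, *p* = 0.00102) in the authors' deposited table.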

To validate the RNAseq method, 10 genes with a signal log_2_ ratio > 1 or <−1 and a *p* value < 0.005 for upregulated and downregulated were randomly chosen to design their RT-qPCR assays (Table 1). The latter were carried out on individual hepatic RNA samples of each mouse. Using the log_2_ ratio of fold changes obtained by RNAseq and RT-qPCR for the ten selected transcripts, a correlation analysis was carried out with a significant agreement (*r* = 0.96, *p* < 0.0001) between both methods (Figure 2C) and all samples were properly categorized (Figure 2D).

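The RT-qPCR log2 ratios of Table 1 are the paper's, and they were set against the log2 ratios of the deposited table for the 9 genes with both. Pearson's r across these genes was 0.982 (exact permutation over the pairings of the 9 genes, two-sided, p = 1.54e-04) and Spearman's rho was 0.867 (exact permutation, p = 0.00451). Both correlations belong to a family of 2 tests. Genes are not independent replicates, and these genes were chosen for their RNAseq ratios. The fitted line had a slope of 1.03 and an intercept of 0.35. All 9 genes went in the same direction in both methods, and the signed log2 ratio of RT-qPCR was higher by 0.36 on average. By RT-qPCR the change was larger for *Saa1*, *Saa2*, *Lcn2* and *Lpin1*. It was smaller for *Slc4a1*, *Rhobtb1*, *Cyp7a1*, *Resf1* and *Txndc5*. The difference was largest for *Saa1*, at 1.28 on the log2 scale. The genes with the largest ratios mattered more for rho than for r. Without *Txndc5* and *Saa2*, the genes farthest from the median, r across the remaining 7 genes was 0.953 (exact permutation, p = 0.00476) and rho was 0.75 (exact permutation, p = 0.0663).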

All the genes selected, but *Cyp7a1*, were significantly regulated, with a heavily difference in the predicted genes in RNAseq (*Saa1*, *Saa2* and *Txndc5*). 

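In the authors' deposited table *Txndc5* had a log2 ratio of −4.89 (*p* = 2.77e-35), which made it 29.7-fold lower in KO and the gene with the smallest *p* value. Its adjusted *p* value in the authors' deposited table was 4.47e-31. The 10 nearest genes with a mean value of at least 10 on either side of *Txndc5* had log2 ratios between −0.31 and 0.77 in the authors' deposited table. The highest of them was *Gcnt2*. *Slc4a1* (NCBI Gene 20533, chromosome 11 from 102348824 to 102366203 in GRCm38) rose from 46.6 in WT to 129 in KO in the authors' deposited table, a log2 ratio of 1.47 (*p* = 0.00180). It encodes the anion exchanger of red blood cells, and the 4 most abundant haemoglobin genes were also higher in KO, with a median log2 ratio of 0.67. *Rhobtb1* (NCBI Gene 69288, chromosome 10 from 69151434 to 69291791) went from 310 to 668 in the authors' deposited table, a log2 ratio of 1.11 (*p* = 7.12e-05). *Lpin1* (NCBI Gene 14245, chromosome 12 from 16535669 to 16610966) had values of 786 in WT and 1568 in KO in the authors' deposited table (*p* = 0.00374). *Cyp7a1* (NCBI Gene 13122, chromosome 4 from 6265612 to 6275633) fell from 804 to 374 in the authors' deposited table, a log2 ratio of −1.11 (*p* = 0.00279). In the authors' deposited table the adjusted *p* values of *Slc4a1*, *Lpin1* and *Cyp7a1* were 1.00. *Ppib*, the reference gene of the RT-qPCR, had a log2 ratio of −0.11 (*p* = 0.722) in the authors' deposited table. For the 20 genes followed by name, 3 other ways of calculating the log2 ratio could not change the direction of ratios of this size. Apart from *Moap1* no ratio moved by more than 0.14.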

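Lipocalin 2 (*Lcn2*, NCBI Gene 16819) lies on chromosome 2 from 32384633 to 32388252 in GRCm38. Its value in the authors' deposited table was 147 in WT and 396 in KO, a log2 ratio of 1.43 (*p* = 0.00108) that ranked 12th by *p* value. Retroelement silencing factor 1 (*Resf1*, NCBI Gene 67246, listed there under its older symbol 2810474O19Rik) lies on chromosome 6 from 149309414 to 149335663. Its value in the authors' deposited table was 95.6 in WT and 33.1 in KO, a log2 ratio of −1.53 (*p* = 0.00124). Neither gene passed the adjustment over all genes, with an adjusted *p* value of 1.00 for both in the authors' deposited table.

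Reads per library could be recovered for *Resf1* but not for *Lcn2*. The KO libraries with size factors of 1.31, 1.04 and 0.886 held 60, 11 and 14 *Resf1* reads, and the WT libraries with size factors of 1.22, 0.879 and 0.818 held 254, 40 and 50. After division by the size factor the mean was 24.0 ± 18.9 (SD, n = 3 libraries) in KO and 105 ± 89.3 (SD, n = 3 libraries) in WT. The highest KO library (45.7) was level with the lowest WT library (45.5), and the WT library with the size factor of 1.22 alone had 207 (two-sided exact permutation test, p = 0.2, with 0.1 as the smallest p possible). The transcript of *Resf1* has a GC content of 41.4%. Genes with a GC content under 42.5% and a mean value of at least 20 had a median log2 ratio of −0.41. With a term for the library with the largest size factor in each genotype, limma gave *Resf1* a log2 difference of −2.01 (limma's adjusted p = 0.0497), and without that term limma's adjusted p was 0.999.

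**Figure D2:**
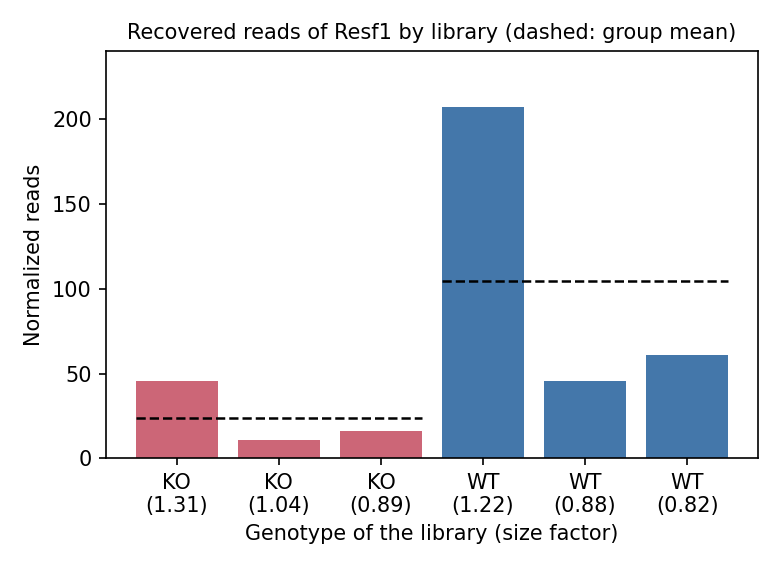
Recovered reads of *Resf1* in each library, divided by the size factor of the library. The horizontal axis names each library by genotype and size factor, and the vertical axis gives normalized reads on a linear scale from 0. The WT library with the size factor of 1.22 reaches 207, and the highest KO library and the lowest WT library are level at 45.7 and 45.5.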

Two genes were found highly significantly regulated: *Lcn2*, a potential biomarker for hepatic steatosis, damage, and inflammation [42], and *Resf1*, a factor regulator of epigenetics modification associated with SETDB1 [43]. However, *Moap1* cannot be amplified by RT-qPCR due to its low expression, the number of its transcripts found in RNAseq being much fewer than the amplified genes.

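*Moap1* (NCBI Gene 64113) had a value of 21.6 in WT and 2.99 in KO in the authors' deposited table, a log2 ratio of −2.85 (*p* = 6.35e-08). Its mean value was 12.3 and ranked 11075th of 16123 genes in the authors' deposited table, where the median mean value was 66.0. The recovered reads were 16, 34 and 18 in the WT libraries with size factors of 1.22, 0.879 and 0.818, and 0, 0 and 0 in the 3 KO libraries. The normalized reads averaged 24.6 ± 13.0 (SD, n = 3 libraries) in WT, and every WT library was above every KO library (two-sided exact permutation test, p = 0.1, the smallest p possible). Log2 ratios calculated from the values of the 2 genotypes with a pseudocount of 1 gave −2.50 for *Moap1*, the largest shift among the genes followed by name.

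In GENCODE M21 on GRCm38, *Moap1* lies on the minus strand of chromosome 12 from 102742230 to 102743661, inside the span of *Gm20604* (102741732 to 102758672) on the same strand. The second exon of *Moap1*, 1165 bases long, is part of the last exon of *Gm20604* and makes up 88.8% of the longer *Moap1* transcript. With these exons, a counting program could assign most *Moap1* reads to either gene. The authors list lengths of 3684 bases for *Moap1* and 3835 for *Gm20604*, against 1312 and 2795 for the transcripts used here. The overlap in the annotation they counted on may therefore differ. The recovered reads of *Gm20604* were 61, 37 and 27 in the KO libraries with size factors of 1.31, 1.04 and 0.886, and 30, 0 and 21 in the WT libraries in the order above. The WT library with the most *Moap1* reads had no *Gm20604* read. Added together, the normalized reads of both genes were 37.6 ± 8.16 (SD, n = 3 libraries) in KO and 41.3 ± 5.56 (SD, n = 3 libraries) in WT, which did not differ (two-sided exact permutation test, p = 0.5).

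**Figure D3:**
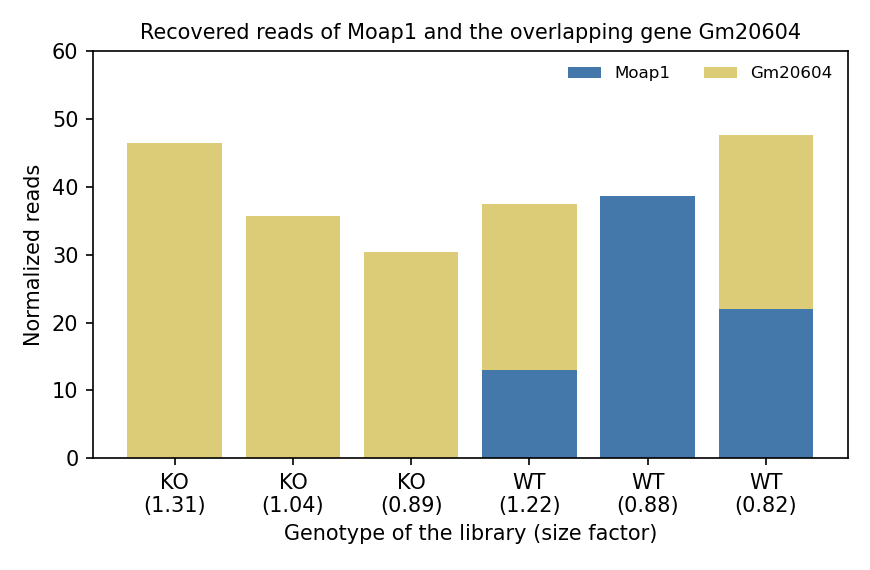
Normalized reads of *Moap1* and *Gm20604* in each recovered library, stacked, with the genotype and size factor of the library on the horizontal axis and a vertical axis that starts at 0. The 3 KO libraries hold *Gm20604* reads only, 1 WT library holds *Moap1* reads only, and the sums lie between 30.5 and 47.7 in all 6.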

### 3.5. Serum Amyloid Content on Liver and Plasma

Both serum amyloid A1 (SAA1) and A2 (SAA2) are acute phase complexed to HDL as apolipoproteins that are concurrently expressed in the liver, in response to inflammatory stimuli [44]. *Saa1* and *Saa2* genes are ~3.5 kb and codified 122 amino acid-long similar sequences which differed in only 9 positions [45]; moreover, these genes are thought to have been formed through gene duplication [44,46]. The increased expression of both genes at the mRNA level (Table 1) was reflected in a strong correlation (ρ = 0.948, *p* < 0.0001), between *Saa1* and *Saa2* expressions. These mRNA changes were suggestive of changes at the protein level. 

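*Saa1* (NCBI Gene 20208) lies on the minus strand of chromosome 7 from 46740497 to 46742980 and *Saa2* (NCBI Gene 20209) on the plus strand from 46751790 to 46754313, in GENCODE M21 on GRCm38. *Saa1* went from 542 in WT to 4748 in KO in the authors' deposited table, an 8.76-fold rise with a log2 ratio of 3.13 (*p* = 6.41e-13, adjusted *p* = 3.44e-09). *Saa2* went from 299 to 4056 in the authors' deposited table, a 13.5-fold rise with a log2 ratio of 3.76 (*p* = 5.91e-17, adjusted *p* = 4.76e-13). Among all genes of the authors' deposited table these were the largest ratios in favour of KO. The ratio of *Saa2* calculated with a pseudocount of 1 was again 3.76 and that of *Saa1* was again 3.13. Reads per library were not recovered for either gene, so the spread between pools is not known for them. The paper's text does not state which values gave its correlation between both genes, and it was not recalculated here.

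Reads shared between these similar genes were considered through their transcripts. A piece of 100 bases, about the length of a read here, was taken at every position of the *Saa1* transcript, and 0 of 510 pieces occurred unchanged in the *Saa2* transcript. For the *Saa2* transcript 0 of 507 pieces occurred unchanged in *Saa1*. This compares perfect matches only, and the way the authors counted reads of similar genes is not named in the paper's text.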

Surprisingly, when hepatic SAA protein levels were determined by Western blot (Figure 3A,B) no significant changes were observed; however, SAA showed a ~1.4-fold increase in the plasma of *Txndc5*-deficient mice (Figure 3C). Furthermore, a significant negative correlation was found in the WT group between *Txndc5* and plasma SAA (r = −0.566, *p* < 0.02), confirming the role of this PDI to control SAA expression. 

### 3.6. Plasma Parameters Determinations

Plasma basic parameters were measured and non-significant changes in the total plasma for triglycerides, cholesterol, phosphatidylcholine and ketone bodies were observed (Table 2).

As SAA tends to be accumulated in high density lipoproteins (HDL) as minor components, we determined the concentration of two proteins of HDL and apolipoprotein 1 and 4 (APOA1 and APOA4) to elucidate whether the presence of the amyloid may have an impact on the HDL protein composition. Their protein concentrations showed no changes in APOA4 but a surprising augment of APOA1 in *Txndc5*-deficient mice (Figure 4A,B).

One crucial aspect of TXNDC5 is its antioxidant properties involved in several processes; the determination of malondialdehyde (MDA) is commonly used as a marker for oxidative stress of lipid peroxidation that occurs because of oxidative damage [47]. Consequently, a significant increase in plasma MDA was seen in *Txndc5*-deficient mice (Table 2), adding more evidence for the antioxidant role of TXNDC5.

As there was an increased plasma lipid peroxidation, the antioxidant enzymes of HDL were assayed. In this sense, serum paraoxonase 1 (PON1) activity, an esterase with cardioprotective properties involved in several human diseases [48,49] and linked to APOA1, showed no change by the inactivation of the *Txndc5* gene (Figure 4C). By contrast, the activity of PAF-acetylhydrolase (PAF-AH), whose activity has been found to hydrolyse oxidized phospholipids [50], was increased in *Txndc5*-deficient mice (Figure 4D). In addition, PAF-AH activity and APOA1 were highly correlated (ρ = 0.748, *p* < 0.0001), showing an association between these parameters not influenced by the inactivation of the *Txndc5* gene.

### 3.7. Analysis of Lipoproteins

Two pools of plasma for each group were prepared and separated by FPLC. Total cholesterol, non-esterified cholesterol and phosphatidylcholine were determined along with protein levels of APOA1, APOA4 and SAA to elucidate if the increase of SAA and APOA1 might influence the size and content of HDL. No difference was observed in the distribution of the measured parameters (Figure 5), cholesterol being mainly carried in HDL particles, which can be divided into two different populations of HDL: the large HDL loaded with more cholesterol (lHDL) and the small population of nascent HDL (sHDL) with more phosphatidylcholine. While the APOA1 was mainly located in lHDL, SAA was found in the sHDL.

To clarify whether SAA induced dysfunctional sHDL, two pools per group were prepared and PON1 and PAF-AH assayed. PON1 and PAF-AH activities were detected in both lHDL and sHDL, proving that SAA augment did not seem to affect their functionality (data do not show). To explore ROS content in lHDL and sHDL, DCF was assayed (Figure 6). There was a significant ROS reduction in sHDL of the *Txndc5*-deficient mice, but in this type of assay, it is hard to distinguish whether the lesser ROS signal is due to less oxidised lipids in the sample or to the antioxidant properties of APOA1 and PAF-AH preventing the ROS production.

## 4. Discussion

This report describes the generation and phenotypic characterization of *Txndc5*-deficient mice in the terms represented in Figure 7. The latter showed an inefficient use of food to gain weight and an increased hepatic mass with higher contents of triglycerides and cholesterol. Next generation sequencing of the liver mRNA evidenced pronounced increases *Saa1* and *Saa2* expressions, verified by qPCR, along with *Lcn2* and *Resf1* changes. Amyloid augments were not reflected in the hepatic protein, but a discrete elevation of plasma SAA was observed, corresponding to small HDL. The characterization of small HDL showed a decreased ROS content in agreement with the increases of APOA1 and PAF-AH and in opposition to the increased plasma MDA levels (Table 2, Figure 4). Overall, TXNDC5 is a new player controlling the presence of SAA in HDL and this protein does not influence the antioxidant properties of these lipoparticles.

The inefficient use of food to gain weight as well as the increased hepatic mass have not been described in previous generations of *Txndc5*-deficient mice [51,52]. We may discard a potential malabsorption, considering that TXNDC5 deficiency resulted in hepatomegaly linked to increased triglyceride and cholesterol contents and normal values of these plasma parameters. Little is known regarding the regulation of hepatic *Txndc5* expression. In order to gain insight into this issue, we searched for submitted liver transcriptomes in the GEO database (Supplementary Table S5). Two studies reported changes associated with dietary fat content: GDS1307 and GDS1517. In the first one, four types of high fat diets were administered, differing in their fatty acid composition. The livers with the highest *Txndc5* expressions corresponded to the rats who received the fish oil diet, being the only group that did not show a hepatic triglyceride augment compare with the control group. In the second one, *Txndc5* was significantly increased in both wild type and *Scdl*-deficient mice on a low-fat and high-carbohydrate diet. In addition, in *Apoe*-deficient mice receiving squalene, we observed an inverse association between the hepatic lipid droplet area and *Txndc5* expression [8]. These facts suggest that TXNDC5 is involved in the fine-tuning of the lipid metabolism, but its effect is very subtle and more stressful conditions are required to observe an overt phenotype.

Using RNAseq, we have identified that *Txndc5* inactivation induced increased hepatic *Saa1* and *Saa2* expressions, resulting in a significant increase in plasma SAA (Figure 3). These results suggest a role of TXNDC5 in the regulation of these gene expressions in a setting of discrete hepatomegaly and absence of histological features of inflammation. In fact, plasma SAA levels were significantly correlated with the liver mass (ρ = 0.563, *p* < 0.005), but not with hepatic triglycerides. SAA is an acute phase protein produced in hepatocytes after induction by cytokines and released into the plasma linked to HDL in mice [46]. Surprisingly, the observed increase at the plasma level was rather modest compared with the magnitude of elevated mRNAs, suggesting an inefficient translation, a facilitated export into plasma or a rapid removal from this compartment. All these aspects have been described related to SAA [53]. The fact that hepatic protein did not experience any significant change may reinforce the first interpretation in agreement with the findings of Chait et al. [54]. Two genes were significantly regulated by *Txndc5* inactivation: Lipocalin 2 (*Lcn2*) and *Resf1* and their changes were found to correlate with the hepatic triglycerides as well as *Saa1* and *Saa2* expressions (*p* < 0.01). *Lcn2* is a potential biomarker for hepatic inflammation regulated by cytokines as well [42]. *Resf1* is a silencing factor, which regulates repressive epigenetic modifications associated with SETDB1 [43]. The analysis of genes regulated by several factors including SETDB1 identified pathways similar to those upregulated in old livers, that would contribute to metabolic dysfunction [55]. In this way, a reduction in *Resf1* could accelerate this genetic program of aging. PAF-AH activity has been also found to be modulated by cytokines and its activity helps to decrease not only lipid peroxidation but pro-inflammatory interleukins [56]. In the present report, the increased hepatic *Lcn2* expression together with the increased *Saa1*, *Saa2* expressions and PAF-AH activity seem to suggest an acute response in the absence of liver inflammation elicited by the lack of TXNDC5. 

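A list of 31 acute phase response genes was compared between genotypes through the log2 ratios of the deposited table. All 31 genes were in the table, 23 higher and 8 lower in KO, with a median log2 ratio of 0.17. This median was above those of all 10000 random lists of 31 genes matched on mean expression (percentile 100), which describes these libraries and is not a test over pools. Without the genes the paper names, 28 genes were left and the median was 0.10 (percentile 99.9), the alternative that moved it most. The increase was uneven within the list. *Orm2* (log2 ratio 1.24, *p* = 0.00329) and *Il1rn* (0.98, *p* = 0.00970) rose next to *Saa1*, *Saa2* and *Lcn2* in the authors' deposited table, before adjustment. *Saa4* (0.36), *Saa3* (0.20) and *Hp* (0.17) rose less in the authors' deposited table. The fibrinogen genes went the other way in the authors' deposited table, with −0.37 for *Fga*, −0.29 for *Fgb* and −0.30 for *Fgg*.

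Reads per library were recovered for *Il1rn* and *Saa3*. *Il1rn* had 95.1 ± 27.2 normalized reads (SD, n = 3 libraries) in KO and 42.5 ± 15.0 (SD, n = 3 libraries) in WT, and every KO library was above every WT library (two-sided exact permutation test, p = 0.1, the smallest p possible). *Saa3* had 68.9 ± 43.6 normalized reads (SD, n = 3 libraries) in KO and 57.4 ± 25.1 (SD, n = 3 libraries) in WT, which overlapped (exact permutation test, p = 0.8). A list of 17 neutrophil genes had a median log2 ratio of 0.09 (percentile 93.7), and 16 macrophage genes one of 0.14 (percentile 98.7). From the increases of *Lcn2*, *Saa1* and *Saa2* and of the PAF-AH activity, the paper proposes an acute response elicited by the lack of TXNDC5 without inflammation of the liver.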

A 16-h fasting is considered a stressor in mice fed *ad libitum*, losing around 5–6% of their body weight and activating their ketone metabolism and, consequently, fatty acid oxidation [57]. In our experimental approach, this fasting regime has been adopted, so it is reasonable to assume that the absence of TXNDC5 makes mice prone to develop acute phase responses. All these aspects have been described related to SAA [53]. Moreover, TXNDC5 is known to play an important role in inflammation and controlling redox status [10,58,59], its absence made cells are more susceptible to apoptosis in several tissues [21,23], and its expression has been correlated with bad prognosis in multiple types of cancer since it provides more ROS tolerance [10,13,60]. ROS control has been linked to TXNDC5 through JNK/STAT3 and ATF6 pathways, confirming the PDI function to modulate oxidative stress. ROS levels are related to aging and metabolic dysregulation [61] as *Resf1* down expression, along with biomarkers of hepatic inflammation (*Saa1/2* and *Lcn2*) that are significantly correlated with hepatic triglycerides, offers a vision of how the absence of Txndc5 has an impact on hepatic steatosis as a global multifactorial disease in which more studies need to be addressed. In this regard, there were increased hepatic triglyceride and plasma malondialdehyde levels, and these stressors might have induced the inflammatory cascade that triggered *Saa1* and *Saa2* expressions resembling a sterile inflammation. 

To elucidate whether SAA has an impact on plasma lipid metabolism, several plasma parameters were analyzed. A higher APOA1 concentration was observed, this main component of HDL highly correlated with the increased PAF-acetylhydrolase activity. In addition, the plasma SAA increase did not influence cholesterol distribution in lipoproteins since it was mainly carried out in HDL as it corresponds to C57BL/6J mice. SAA was found in the small HDL containing more phosphatidylcholine than the large HDL loaded with cholesterol and APOA1. The absence of changes in large HDL cholesterol suggests that SAA-containing small HDL particles are not interfering the reverse-cholesterol transport in agreement with previous reports [62]. The ROS content of both HDL subgroups showed no difference in large HDL and a lesser content in small HDL by TXNDC5 deficiency, the latter is consistent with the APOA1 and PAF-AH augments and their antioxidant properties. Increased levels of SAA are associated with an increased risk for atherosclerosis and are being considered as a predictor for acute coronary syndrome [63,64]. However, the absence of SAA did not reduce atherosclerosis in experimental models [65]. The findings of the present report may add new complexity to the discrepancy observed regarding SAA role in atherogenesis.

## 5. Conclusions

TXNDC5, as we hypothesized, was correlated with hepatic steatosis and redox control in the liver, showing an increased liver mass with a higher fat content linked to *Saa1* and *Saa2* expressions. This metabolic unbalance produced by the lack of TXNDC5 under fasting stress led to a prodromal stage of sterile inflammation, increasing lipid peroxidation and releasing SAA to the plasma, which was compensated by an enhanced activity of PAF-AH, linked with APOA1. Serum amyloid does not seem to impair HDL antioxidant function in this early stage. However, how the absence of TXNDC5 may influence SAA regulation under more stressful conditions like non-alcoholic fatty liver disease, fibrosis or atherosclerosis remains unclear. These represent fascinating endeavours to understand the link among serum amyloid and lipid oxidation and their role in hepatic steatosis and inflammation.

## Figures and Tables

**Figure 1:**
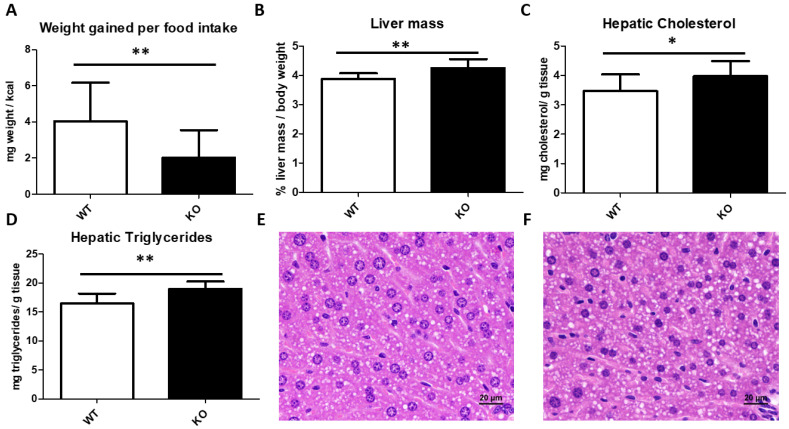
Somatometric parameters and hepatic fat content. Animal weight gained (mg) in 4 weeks per food intake (kcal) (**A**). Liver mass percentage of body weight after 16 h fasting (**B**). Hepatic cholesterol (**C**) and triglyceride (**D**) contents. Representative liver micrographs from wild type (**E**) and *Txndc5*-deficient mice (**F**), bar denotes 20 μm. Data are means ± SD for each group (n = 13 and n = 10, respectively, for WT and KO). Statistical analyses were done according to Mann–Whitney’s U-test and *, *p* value < 0.05; **, *p* value < 0.01.

**Figure 2:**
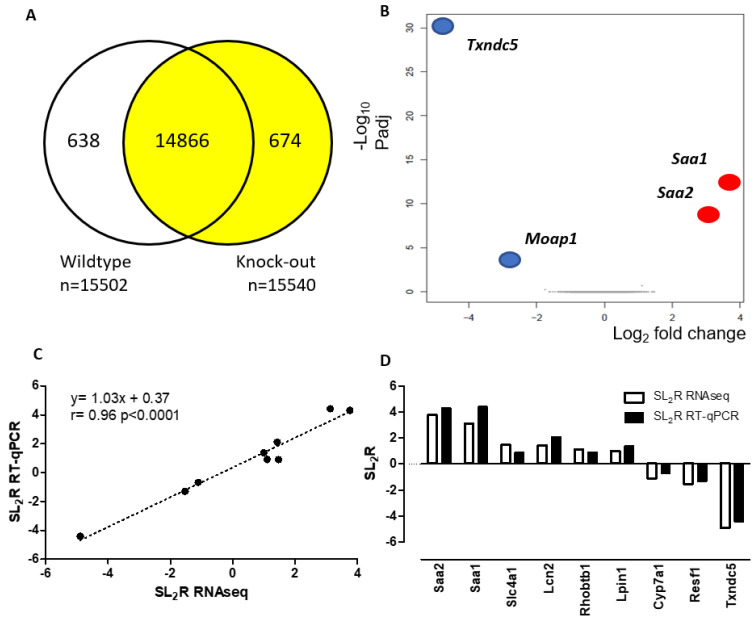
Differentially expressed genes. (**A**) Venn diagram of gene expression between groups. (**B**) Volcano plot of DEGs. X axis represents log_2_ transformed fold change. Y axis represents -log_10_ transformed significance. Red points represent upregulated DEGs. Blue points represent downregulated DEGs. Grey points represent non-regulated DEGs. Gray points represent genes with no changes. (**C**) Correlation analysis of 10 selected genes between RNAseq and RT-qPCR normalized to the invariant *Pipb* gene. The mean values obtained for signal log_2_ ratio (SL_2_R) from individual analyses were plotted against the RNAseq (Table 1). Good agreement between the procedures was seen (*r* = 0.96, *p* < 0.0001). (**D**) Changes in values of SL_2_R expression of both methods for the 10 selected genes.

**Figure 3:**
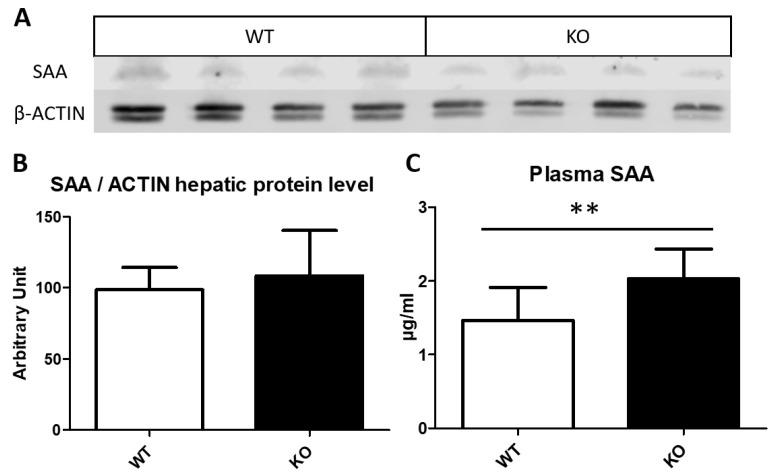
Serum amyloid A protein level. (**A**) Western blot of three protein pools from hepatic tissue in wild type (WT) and *Txndc5*-deficient (KO) male mice where SAA (13 kDa) and β-ACTIN, used as loading control, were detected. (**B**) Western blot bands were quantified using ACTIN as reference. (**C**) Total plasma SAA quantified by ELISA. Data are means ± SD for each group (n = 13 and n = 10, respectively, for WT and KO). Statistical analyses were done according to Mann–Whitney’s U-test and **, *p* value < 0.01.

**Figure 4:**
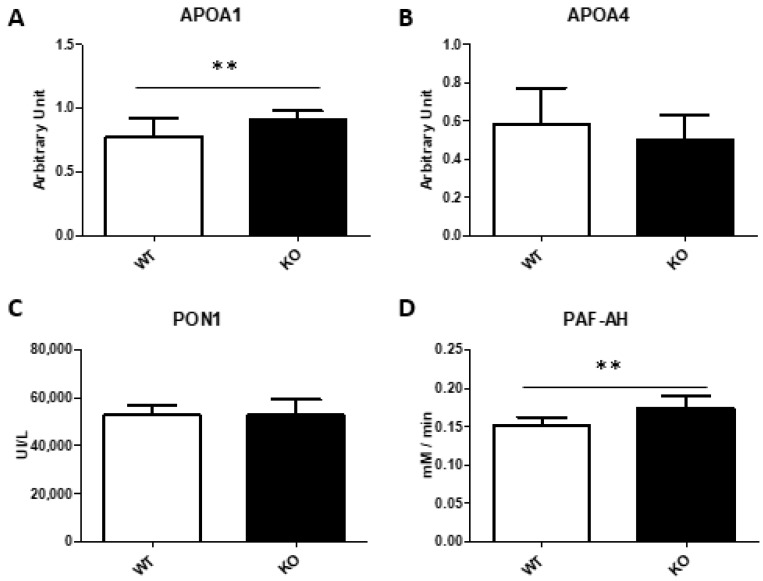
Influence of Txndc5 and SAA in functional plasma parameters. APOA1 (**A**) and APOA4 (**B**) were determined by ELISA while activity assays were done to determine paraoxonase 1 (**C**) and PAF-acetylhydrolase activities (**D**). All measurements were done in total serum collected from mice fed for 4 weeks on a chow diet and fasted 16 h prior to the sacrifice. Data are means ± SD for each group (n = 13 and n = 10, respectively, for WT and KO). Statistical analyses were done according to Mann–Whitney’s U-test and **, *p* value < 0.01.

**Figure 5:**
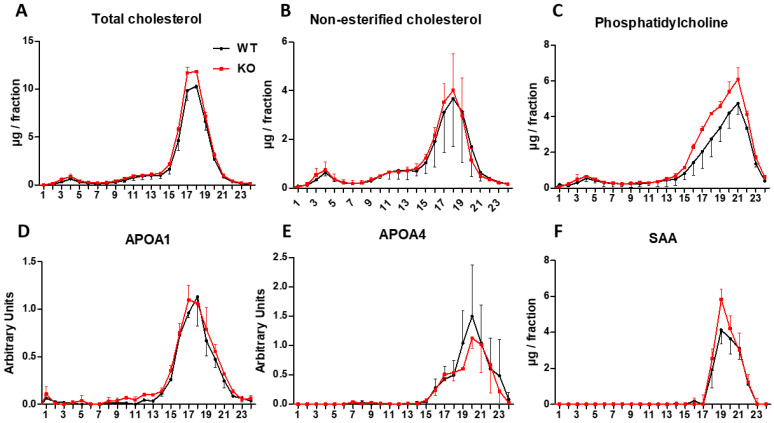
Influence of *Txndc5* deficiency on plasma FPLC chromatographs of male mice on a chow diet. Mice were 4 weeks on a chow diet and fasted 16 h prior sacrifice. Two pools per experimental group were prepared and data are represented as mean ± SD. Fluorometric assays were performed to determine total cholesterol (**A**), non-esterified cholesterol (**B**) and phosphatidylcholine (**C**). ELISA assays were used to measure APOA1 (**D**), APOA4 (**E**) and SAA (**F**).

**Figure 6:**
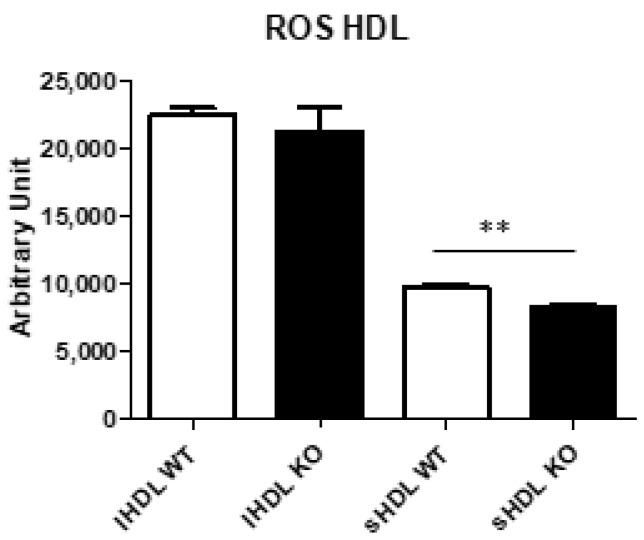
ROS content of HDL subgroups in wild type and *Txndc5*-deficient male mice. Two pools of each group were separated by FPLC and fractions 16–19 and 20–22 were combined into large HDL (lHDL) and small HDL (sHDL), respectively. Data are means ± SD for each group. Statistical analyses were done according to Mann–Whitney’s U-test and **, *p* value < 0.01.

**Figure 7:**
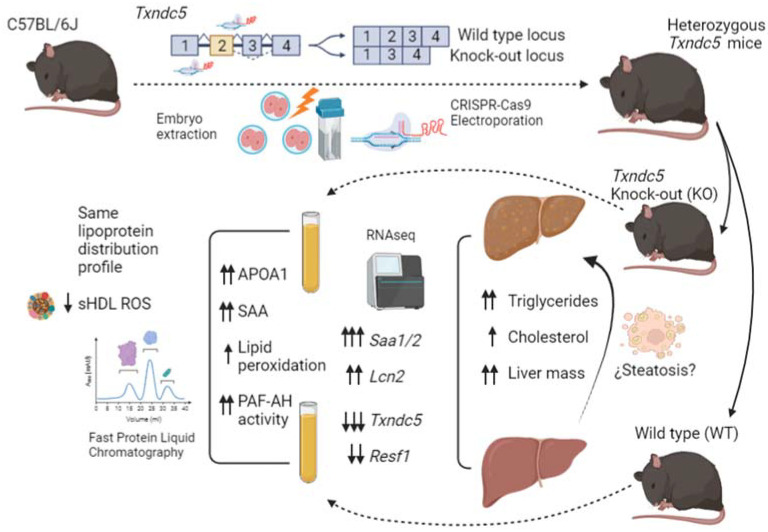
Comprehensive scheme displaying the experimental approaches. The preparation of knock-out mice, the analyses of livers and plasma and the main findings of hepatic RNAseq and plasma characterization are summarized.

**Table 1:** Hepatic transcripts differentially expressed by the lack of *Txndc5* at the level of signal log_2_ ratio < or >1 and *p* value < 0.005 in male mice according to RNAseq and RT-qPCR.

Name	GenBank	Biological Process	Gene Symbol	SL_2_R RNA seq	*p* Value RNA seq	WT	KO	SL_2_R qPCR
Serum Amyloid A2	NM_011314.3	Acute phase protein	*Saa2*	3.76	5.91 × 10^−17^	1.3 ± 1	26 ± 27 ***	4.31
Serum Amyloid A1	NM_009117.4	Acute phase protein	*Saa1*	3.13	6.41 × 10^−13^	1.1 ± 0.5	23 ± 24 ***	4.41
Solute Carrier Family 4 Member 1	NM_011403.2	Anion Exchange Protein	*Slc4a1*	1.47	1.80 × 10^−3^	1.6 ± 1.1	2.9 ± 1.8 *	0.90
Lipocalin 2	NM_008491.1	Iron-trafficking protein	*Lcn2*	1.43	1.08 × 10^−3^	1.5 ± 1.2	6.3 ± 7 **	2.11
Rho Related BTB Domain Containing 1	NM_001081347.1	Small GTPase of Rho family	*Rhobtb1*	1.11	7.12 × 10^−3^	1.1 ± 0.7	2.5 ± 2 *	0.91
Lipin 1	NM_001355598.1	Triglyceride synthesis	*Lpin1*	1.00	3.74 × 10^−3^	1.1 ± 0.6	2.9 ± 2 *	1.37
Cytochrome P450, family 7, subfamily a, polypeptide 1	NM_007824.3	Bile acid synthesis	*Cyp7a1*	−1.11	2.79 × 10^−3^	1.4 ± 0.8	0.9 ± 0.6	−0.68
Retroelement Silencing Factor 1	NM_001289662.1	Regulation of imprinted gene expression	*Resf1*	−1.53	1.24 × 10^−3^	1.2 ± 0.7	0.5 ± 0.6 **	−1.30
Thioredoxin Domain Containing 5	NM_145367.4	Disulfide isomerase	*Txndc5*	−4.89	2.77 × 10^−35^	1.1 ± 0.4	0.1 ± 0 ***	−4.41
Modulator of Apoptosis 1	NM_001142937.2	Receptor-dependent apoptosis	*Moap1*	−2.85	6.35 × 10^−8^	NA	NA	NA

Mice were 4 weeks on a chow diet and fasted 16 h prior to sacrifice. Data are means ± SD for each group (n = 13 and n = 10, respectively, for WT and KO) normalized to *Ppib* as reference gene. Statistical analyses were done according to Mann–Whitney’s U-test and *, *p* value < 0.05; **, *p* value < 0.01; ***, *p* value < 0.005 vs. WT.

**Table 2:** Plasma parameters of male wild type and *Txndc5*-deficient mice.

	Wild Type (n = 13)	Knock-Out (n = 10)
Triglycerides (mM)	1.8 ± 0.3	2 ± 0.5
Cholesterol (mM)	2.7 ± 0.4	3 ± 0.2
Phosphatidylcholine (mM)	4.2 ± 1.4	4.7 ± 1.8
Ketone bodies (mM)	1.7 ± 0.5	1.7 ± 0.4
Malondialdehyde (mM)	0.59 ± 0.17	0.67 ± 0.12 *

Mice were 4 weeks on a chow diet and fasted 16 h prior sacrifice. Data are means ± SD for each group. Statistical analyses were done according to Mann–Whitney’s U-test and *, *p* value < 0.05.

## Data Availability

Data is contained within the article and supplementary material.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines10030709/s1, Figure S1: Targeted deletion of Txndc5 locus. Table S1: Characteristics of primers used in RT-qPCR according to MIQE guidelines. Table S2: Sequence quality metrics and genome mapping of GSE185515. Table S3: Summary of SNP variant type of GSE185515. Table S4: Summary of splice variant type of GSE185515. Table S5: Changes in hepatic *Txndc5* expression.

# Supplementary material for: Thioredoxin Domain Containing 5 Suppression Elicits Serum Amyloid A-Containing High-Density Lipoproteins
**Source:** Biomedicines. 2022 Mar 18;10(3):709. doi: 10.3390/biomedicines10030709
**Supplement:** Supplementary file 1

## Slide 1
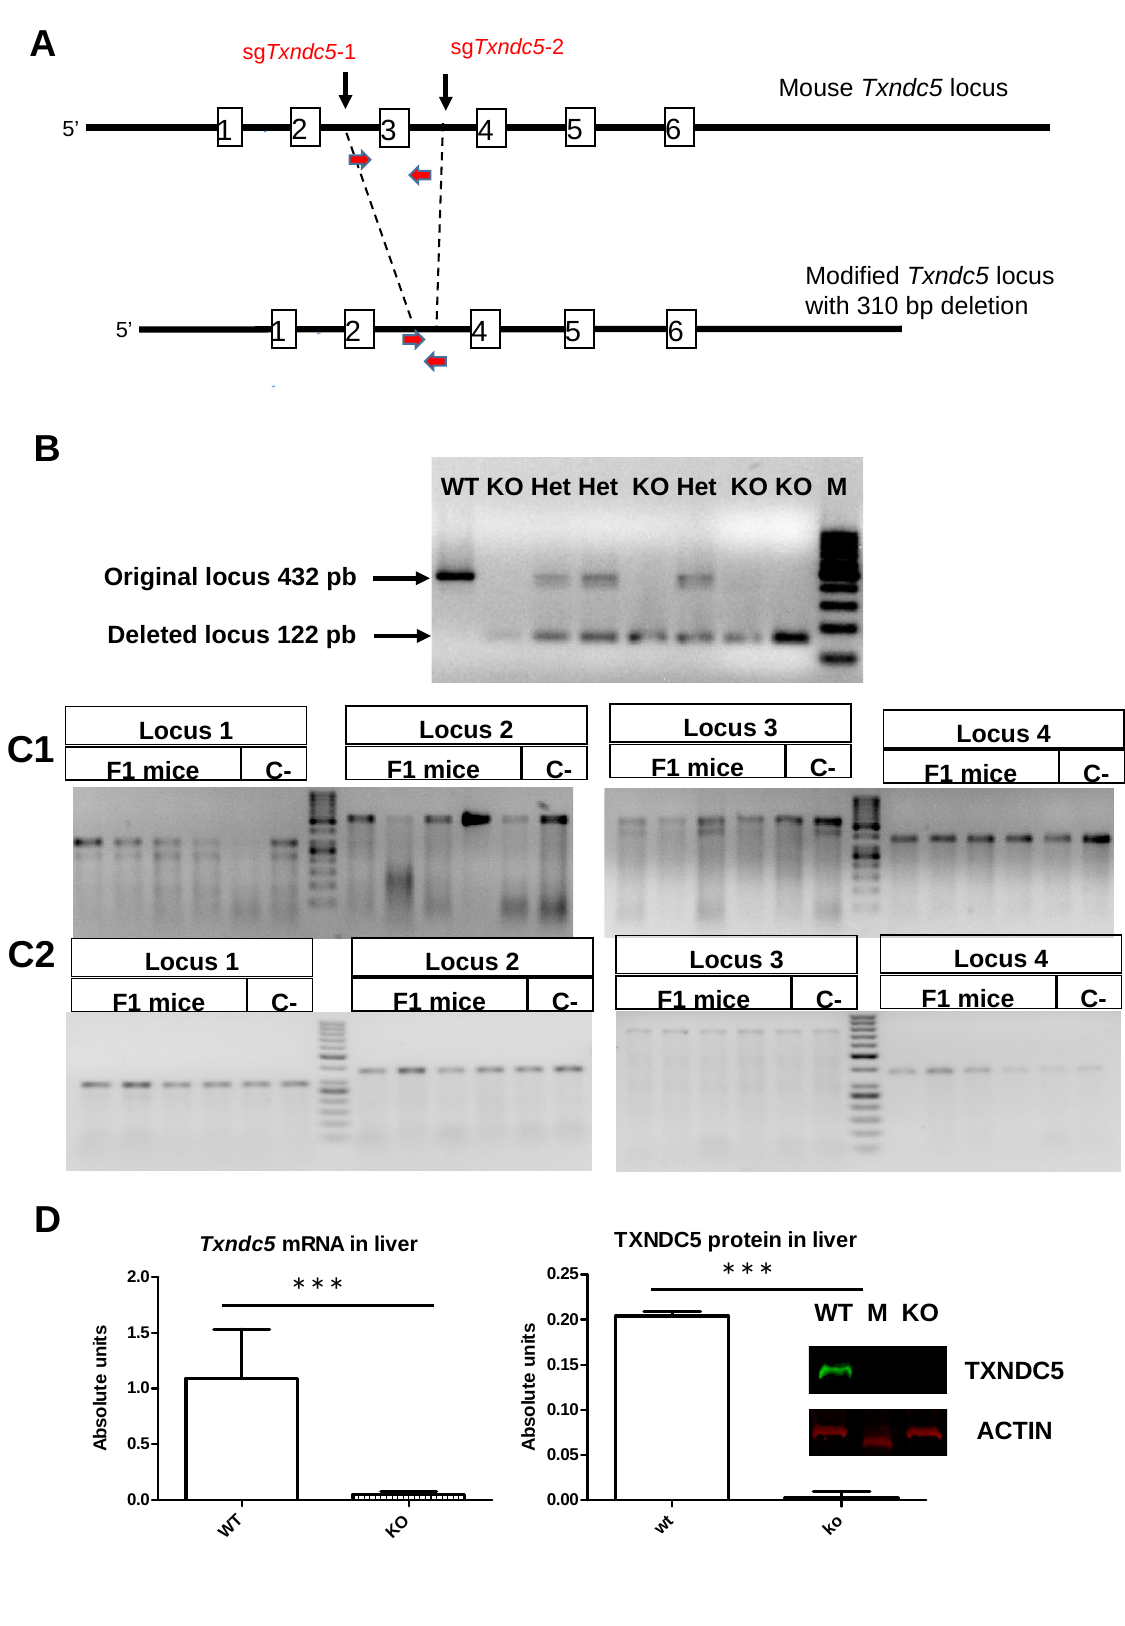

A
sgTxndc5-2
sgTxndc5-1
Mouse Txndc5 locus
6
2
5
4
3
1
5’
Modified Txndc5 locus with 310 bp deletion
6
1
2
4
5
5’
B
WT KO Het Het KO Het KO KO M
Original locus 432 pb
 Deleted locus 122 pb
Locus 3
F1 mice
 C-
Locus 2
F1 mice
 C-
Locus 1
F1 mice
 C-
Locus 4
F1 mice
 C-
C1
C2
Locus 4
F1 mice
 C-
Locus 3
F1 mice
 C-
Locus 2
F1 mice
 C-
Locus 1
F1 mice
 C-
D
***
***
WT M KO
TXNDC5
ACTIN

How the deposited data were processed for this re-analysis (not part of the article)

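The samples were 6 RNAseq libraries of liver RNA from male mice fed a purified chow diet and fasted before sacrifice, 3 from pools of WT mice and 3 from pools of *Txndc5*-deficient (KO) mice. Each library was matched to its genotype and pool number through the sample labels, which name both. The paper states 3 mice per pool, and it also speaks of 13 WT and 10 KO mice. The authors' sequencing service filtered the reads, mapped them to a mouse genome, counted alternative splicing events and compared gene expression between the genotypes. The mapping program, the counting program, the genome build and the version of DESeq2 are not named in the paper's text.

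For each library the authors deposited the number of raw and clean reads, the clean bases, and percent values for the quality of the bases, the raw reads kept, ribosomal RNA, all mapped reads and uniquely mapped reads, as the sequencing service reported them. The numbers of the 5 types of splicing events were deposited per library without normalization. For 16123 genes, the authors deposited an expression signal per genotype, on the scale of reads divided by DESeq2 size factors. The signals of both genotypes follow from the gene's mean over the 6 libraries and the log2 ratio. Neither signal is a mean over the 3 libraries of its genotype. The log2 ratio of KO over WT was deposited as the authors' DESeq2 comparison gave it, shrunken toward 0. The p-value of each gene was deposited by the authors unadjusted and with an adjusted value, which equals the Benjamini-Hochberg adjustment over all 16123 genes to within 1.44e-15. Genes are listed by NCBI Gene identifier and symbol.

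The planned comparison assumed read counts per library. With 1 value per genotype, the branch set out for that case was used: the authors' log2 ratios and p-values were described as theirs, readjusted over all genes and over the 14106 genes with a mean value of at least 1, recalculated from the values of the genotypes with pseudocounts of 1 and 0.1, and centred on the median of the genes with a mean value of at least 1. Read totals, mapping rates and splicing events were compared between genotypes with two-sided exact permutation tests of the difference in means. With 3 libraries against 3 the smallest p of the exact permutation test is 0.1. The log2 ratios of RNAseq and of RT-qPCR, the latter taken from Table 1, were compared with Pearson's r and Spearman's rho and exact permutations over the pairings of genes. For each of 26 gene lists the median log2 ratio was placed among those of 10000 random lists of the same size, drawn from bins of 200 genes of similar mean expression. A list was counted as outside when it lay beyond the percentiles 2.5 and 97.5. The genes named one by one are those the paper names as measured by RNAseq, the reference gene *Ppib*, the genes of the plasma proteins measured in the paper, the 5 further genes with the smallest p-values, and members of a list where that list is reported.

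Reads per library were recovered from the mean values of the weakly expressed genes. The worth of 1 read in each library was taken from values shared by at least 20 genes with a single read, and the genotype of each library from the deposited direction of those genes. Sums of normalized reads up to 600 were enumerated. Sums up to 400 were used for limma, GC content, tissue genes and the splits of the libraries, and all resolved sums for the genes named one by one and the counts of genes read in 1 genotype. A tolerance of 2.5 times the rounding of the deposited values was allowed, and of 5 times for sums up to 200. Where several sets of reads were left, a gene with a log2 ratio beyond 0.5 counted as resolved if the deposited direction left a single set. Between 84579 and 196829 reads per library were recovered from sums up to 400, a small part of each library, so that a gene with a few reads has a large counting error. On simulated data, 7735 of 7753 genes with a sum up to 400 were resolved, and the reads were right in all 7735. Above that sum, 490 of 979 genes were resolved, and in the simulated data 506 of 1007, with the right reads in all 506. On the 3306 genes with a sum of normalized reads between 60 and 400, limma compared the genotypes on log2(normalized reads + 1), with and without a term for the library with the largest size factor in each genotype and with each recovered library left out in turn. With 200 of 3306 simulated genes changed, limma called 197 of them (98.5%) and 6 unchanged genes, and 5.22% of the unchanged genes had a p under 0.05. The simulated changes were all large, and the simulated libraries differed in size factor and counting spread only. The simulation therefore does not tell how many real changes limma could find in these libraries. There *Moap1*, with a log2 difference of −4.55, was not called (limma's adjusted p = 0.999). The comparison of lists found 10 of 10 simulated lists with a shift of 0.5, and 1 of 16 lists without a shift fell outside.

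Gene positions, exons, transcript sequences and GC contents were taken from GENCODE M21 on GRCm38, and 98.97% of the genes were given a GC content. The order of neighbouring genes came from a RefSeq gene table whose coordinates are not used here.

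The comparisons, their alternatives, the rule for the genes to be named and the 26 lists were fixed before the data were examined. The recovery of reads, with its tolerances and the rule on direction, was chosen after the data were seen, and so were the limma comparison and its term for the largest size factors, random lists matched on GC content, further gene lists for adipose tissue, pancreas and the adrenal gland, the correlation without *Saa1*, and the limit of Fig. 2B on the unadjusted *p* value. Sequence variants, predicted transcripts and the RT-qPCR values of single mice were not analysed here. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.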

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

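The patterns in this part lie in genes or reads that the paper does not discuss. The tests on the overlap of *Moap1* and *Gm20604* and on the Y chromosome genes were chosen only after the result was seen.

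Genes of other tissues stood out in single libraries. The KO library with the size factor of 1.31 held 50.4% of the normalized reads of the 5 adipose genes that could be recovered out of a list of 9, and the other 2 KO libraries held 12.1% and 3.99%. *Adipoq* had 61 reads in that library and at most 4 in any other, *Plin1* had 40 and at most 7, and *Cfd* had 259 and at most 50. *Adrb3* went the other way, with 44 reads there and 108 in the WT library with the size factor of 1.22, and the other 4 of the 5 genes were highest in the KO library. Of the 5 genes, 2 were read in every library. In the authors' deposited table the 8 listed genes had a median log2 ratio of 0.58 (percentile 100), which these reads help to set. A candidate explanation is adipose tissue in 1 KO pool. On 14 further adipose genes, 11 of them recovered, the median share in that library was 30.3%, and 5 of the 11 were highest there. As 6 of these 11 genes were read in every library, adipose tissue and other sources of these transcripts cannot be told apart with them. An effect of the genotype stays untested.

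Most genes of the adrenal medulla with recovered reads had them in the KO library with the size factor of 1.04. Of 11 recovered genes from a list of 14, the median share of normalized reads in that library was 100%, and 3 of the 11 were read in every library. Pooled over the 11 genes, the other libraries held between 10.5% and 17.6% each, and the KO library with the size factor of 1.04 held 34.7%. *Chga* had 37 reads there, *Dbh* 28, *Npy* 18, *Th* 16 and *Pnmt* 12, and these 5 had at most 1 read in any other library. A candidate explanation is adrenal tissue in 1 KO pool. Genes of the adrenal cortex, which had not been looked at before, gave a median share of 53.2% in the same library, as that explanation requires. The WT library with the size factor of 0.879 held most of the rest, with a median share of 40.0%. *Hsd3b1* had 74 reads in the KO library and 53 in the WT library, *Cyp11a1* 37 and 20, and both had no reads in the other 4. Of the 10 recovered cortex genes, 2 were read in every library. Because 1 library of each genotype carried cortex reads, they do not follow the genotype in these 6 libraries, though an effect of the genotype on the medulla genes stays untested.

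The KO library with the size factor of 0.886 held 54.8% of the normalized reads of 11 recovered genes of the exocrine pancreas, out of a list of 13. *Ctrb1* had 21 reads there, *Amy2a5* 20 and *Cpa1* 14, and 1 of the 11 genes was read in every library. Of the 11, 9 were highest there and the other two, *Try4* and *Try5*, in the WT library with the size factor of 0.818. The other KO libraries held 5.75% and 6.52% of the normalized reads of the 11 genes, and the WT libraries 6.82%, 7.69% and 18.5%. The 12 genes in the authors' deposited table had a median log2 ratio of 0.22 (percentile 99.8). The reads of the KO library with the size factor of 0.886 help to set this median. Pancreatic tissue in 1 KO pool is a candidate explanation. On 15 further pancreatic genes, 7 of them recovered, the median share in the KO library with the size factor of 0.886 was 32.2%. That library held 10 reads of those genes and the other libraries between 4 and 9, too few to decide, so that this explanation and others cannot be told apart. An effect of the genotype stays untested.

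*Gm20604*, which shares an exon with *Moap1* in GENCODE M21, had a mean of 37.6 normalized reads in KO and 16.7 in WT. Its log2 ratio was 0.75 (*p* = 0.141) in the authors' deposited table. *Moap1* had reads in the WT libraries only. A deletion or silencing that reached further along the chromosome is argued against by the 9 nearest expressed genes, whose lowest log2 ratio was −0.27. A difference in depth is argued against by 673 genes of similar expression, of which 0 lacked reads in every KO library and the lowest had 12 KO reads. Reads assigned to either gene at the shared exon may account for the pattern. The log2 ratio of the summed reads of both genes was −0.14, within the spread between libraries. An effect of the genotype on which transcript is used at this locus stays open as untested, because the recovered reads do not show where in a gene they lie.

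Several of the 26 gene lists lay outside the range of random lists with a direction the paper does not discuss. The 24 genes of cholesterol synthesis had a median log2 ratio of 0.46 (percentile 100), with 21 higher in KO. *Sqle* (1.30), *Insig1* (1.00) and *Msmo1* (0.99) were among those higher in KO in the authors' deposited table. The 24 PPARA fasting targets had a median of 0.12 (percentile 99.98), with 18 higher. The 16 macrophage genes had a median of 0.14, with 11 higher. The 19 genes of the circadian clock had a median of 0.27 (percentile 100), and they moved apart, with 13 higher and 6 lower. *Per3* (0.69), *Tef* (0.64) and *Hlf* (0.64) were higher and *Arntl* (−0.99) and *Clock* (−0.91) lower in the authors' deposited table. *Arntl* had 118, 17 and 21 reads in the WT libraries with size factors of 1.22, 0.879 and 0.818, and 34, 13 and 14 in the KO libraries with size factors of 1.31, 1.04 and 0.886. The libraries with size factors of 1.22 and 1.31 widened its difference, and without them the normalized reads were still higher in WT (19.3 and 25.7) than in KO (12.6 and 15.8). The 17 male-biased liver genes had a median of −0.28 (percentile 0.02), with 15 lower. These lists stayed outside when random lists were matched on GC content too. Most of their genes were not resolved, so that the spread between pools is not known for them. Effects of the genotype, of the fast and of the time of day on these lists were not tested, and the percentiles describe these 6 libraries.

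The 4 sex chromosome genes in the table, all on the Y chromosome, had a median log2 ratio of −0.96 (percentile 0), although all mice were male. *Ddx3y* had −1.60, *Eif2s3y* −1.08, *Uty* −0.84 and *Kdm5d* −0.46 in the authors' deposited table. *Uty* had 116 reads in the WT library with the size factor of 1.22, 5 and 6 in the other WT libraries, and 34, 7 and 4 in the KO libraries with size factors of 1.31, 1.04 and 0.886. The normalized reads of *Uty* and *Kdm5d* together gave a log2 ratio of −0.84, and without the library with the largest size factor in each genotype it was −0.20. A difference between those libraries may therefore account for most of the shift in these 2 genes. *Ddx3y* and *Eif2s3y* were not examined in this way, and an effect of the genotype stays untested.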

How the results depend on the processing

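Over 60 results, 252 values were obtained with 1 choice changed. In 90 of them the changed choice could not alter the outcome, as with a new adjustment of *p* values for a log2 ratio. Of the other 162, 142 kept their direction and their side of the threshold or stayed within 1.5 times the count, 4 were weaker, 4 reversed and 12 moved. The 142 include 60 recalculated log2 ratios of genes named one by one, whose direction could not change either. They also include the adjustment over all genes, which returns the deposited adjusted *p* values. The same 4 genes had an adjusted *p* value under 0.05 with the adjustment over expressed genes. The 3 genes past the limits of Fig. 2B were the same with that adjustment and with 3 other ways of calculating the log2 ratio. The limit of 0.0001 on the unadjusted *p* value, chosen after seeing the data, added *Moap1*. A pseudocount added to the values of both genotypes cannot change the direction of a gene. The median used for centring, −0.05, was smaller in size than each ratio of the 20 genes named one by one. The 60 recalculated log2 ratios therefore did not test the direction of these genes, and their largest shift was 0.35 for *Moap1*.

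The counts of genes read in 1 genotype depended on the detection rule. Counting a gene as detected in a genotype only with reads in all of its libraries gave 407 genes for WT alone and 555 for KO alone. A minimum of 1 on the value of a genotype gave 69 for WT and 61 for KO, and a minimum of 10 gave 234 and 117. By construction, each of these 3 rules also counts genes with reads in both genotypes, for the minimum those with a value at or above it in 1 genotype and below it in the other.

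Between RNAseq and RT-qPCR, Spearman's rho lost its side of the threshold without *Txndc5* and *Saa2* (0.75), and also without *Saa1* (0.6), an alternative chosen after seeing the data. Fewer genes were tested there.

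With each pool left out in turn, the difference in mapping rate ranged from −0.132 to 0.793 percentage points and was below 0 only without WT pool 5. The difference in splicing events ranged from −126 to 1113, and it was also negative without WT pool 1 (−118) and without KO pool 2 (−30.8). The cause was not tested.

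On the recovered reads, limma gave 0 genes with an adjusted p under 0.05 and 54 with an unadjusted p under 0.05. A term for the library with the largest size factor in each genotype, chosen after seeing the data, gave 2 and 251 genes. Leaving out each recovered library in turn gave 0 genes with an adjusted p under 0.05 in all 6 fits, and from 21 to 168 genes with an unadjusted p under 0.05. The cause was not tested.

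Centring moves a list and its random lists alike and so tests nothing here, and 8 of the 26 lists hold a gene the paper names. Of the 34 values for lists that could change, 32 stayed on their side of the limits. Bile acid synthesis moved inside without *Cyp7a1*, with a median of −0.13, and gluconeogenesis moved inside against random lists matched on GC content.

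DESeq2, edgeR, TMM or library size normalization, limma-voom, filters on counts, the pseudocount for FPKM or TPM, leave-one-out for the authors' comparison and for the lists, and camera and fry were planned for values per library and were not run. No paired analysis was possible because the labels of the genotypes share pool number 2 only, and the deposited comparison holds 1 value per genotype. Depth limits the counts of genes read in 1 genotype, since 1133 of those 1302 genes had 3 reads or fewer. The enumeration limits the recovered reads to weakly expressed genes, so that no spread between pools is given for *Txndc5*, *Saa1*, *Saa2* or *Lcn2*.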

Differences from the paper's values

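The paper gives a correlation of *r* = 0.96 between the log2 ratios of RNAseq and RT-qPCR, against a Pearson's r of 0.982 here, the square of which is 0.965. With the ratios printed in Table 1 r was 0.982, without *Txndc5* and *Saa2* it was 0.953, and with a pseudocount of 1 it was 0.983, so that none of the alternatives set before the data were examined closed the gap. Without *Saa1* as well, an alternative chosen after seeing the values, it was 0.940.

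For *Rhobtb1*, the paper's *p* value in Table 1 is 7.12e-3, and the value in the authors' deposited table is 7.12e-05. No alternative set before the data were examined changes the unadjusted *p* value. The other 9 of the 10 *p* values in Table 1 and all 10 log2 ratios match the authors' deposited table.

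The paper places *Moap1* among the genes past the limits of Fig. 2B. Its adjusted *p* value of 2.56e-04 in the authors' deposited table lies above the limit of 0.0001, and 3 genes passed. With a limit of 0.05 or of 0.1 on the adjusted *p* value, 4 genes passed, *Moap1* among them. The paper words its limit as a false discovery rate. Read as a limit on the unadjusted *p* value, an alternative chosen after seeing the values, 0.0001 was passed by the same 4 genes, with 6.35e-08 for *Moap1* in the authors' deposited table.

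The paper describes the genes of Table 1 as having a log2 ratio beyond the limit of 1. *Lpin1* has 0.997 in the authors' deposited table, and it passes after centring the ratios on the median of expressed genes, with 1.04.

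In Fig. 2B the label *Saa1* stands at the gene with the larger log2 ratio and the smaller adjusted *p* value. In the authors' deposited table, and in the paper's Table 1, that gene is *Saa2*, with a log2 ratio of 3.76 against 3.13 for *Saa1*.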

Other observations

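The tests of the haemoglobin genes beside *Slc4a1* and of splicing events against clean reads were chosen only after the result was seen.

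Fewer genes than chance gives had a small *p* value. Of the 16123 genes in the authors' deposited table, 274 had a *p* value under 0.05, where chance gives 806 if all genes have enough reads. Among the genes with a mean value of at least 10 the share was 2.22%. Of the 3306 genes with recovered reads, 2.75% had a *p* value under 0.05 in the authors' deposited table, and limma gave 1.63% with p under 0.05. The first principal component held 49.4% of the variance and separated the library with the largest size factor in each genotype from the other 4. A difference between libraries that both genotypes share may have raised the spread the test uses. With a term for those libraries the share rose to 7.59%, and 2 genes passed an adjusted p of 0.05, *Resf1* and *Rnf8-cmtr1* (limma's adjusted p = 0.0497 for both, against 0.999 without the term). Among the 10 splits of the 6 libraries into groups of 3, 4 gave a larger share than the true genotypes, and all 4 had both of those libraries on one side, with shares from 7.35% to 19.2%. The other 6, the true genotypes among them, gave at most 1.63%. In 10 of the 10 splits at least as many genes as with the true genotypes passed an adjusted p of 0.05 in limma. Because that number was 0, every split had to reach it, and this comparison says nothing about the genotype. The clean reads of the 6 libraries lay between 44040160 and 46050030, too close for the 1.60-fold range of the size factors, which argues against the number of clean reads as what sets those libraries apart. What they share was not tested further.

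Genes with a low GC content were lower in KO. Genes with a mean value of at least 20 were split into groups of about the same size by GC content. In the 1031 genes with the lowest GC content, under 42.5%, the median log2 ratio was −0.41, and in the other 9 groups it lay between −0.16 and 0.05. The AT-rich genes with recovered reads, 577 of 3278, had a median of −0.61. Against the mean over the 6 libraries they were raised by 1.27 on the log2 scale in the WT library with the size factor of 1.22 and by 0.43 in the KO library with the size factor of 1.31, and the other 4 libraries lay between −0.57 and −0.04. A bias of these 2 libraries as the whole cause is argued against by the median without them, which was still −0.36. It may be part of the cause, since the same median was −0.81 between these 2 libraries alone. The other 4 libraries lay at −0.57 and −0.56 in KO and at −0.04 and −0.37 in WT. With so few libraries left, a bias of single libraries among them and an effect of the genotype were not told apart.

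*Resf1* is among the AT-rich genes. Its log2 ratio lay at percentile 0.207 of the 483 AT-rich genes of similar expression, and only *Ddx3y* was lower among them. The middle 95 percent of these genes spanned −1.12 to 0.16. Because *Resf1* was chosen in the paper for its RNAseq ratio, a low place among them was set by that choice. Its place cannot decide whether the trend with GC content is the whole cause. Relative to the median of these genes, −0.46, the difference of *Resf1* was −1.07. Its largest value came from the WT library with the size factor of 1.22, and an effect of the genotype remains a hypothesis.

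A single gene, *Moap1*, had at least 3 reads in every library of 1 genotype and none in the other. Each of the 10 splits of the 6 libraries gave at least 1 such gene, and the highest number was 9. With 10 of 10 splits reaching the number of the true genotypes, and too few splits to reach a share under 0.05, this pattern and a split at random cannot be told apart.

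Other red blood cell genes rose with *Slc4a1*. The list of red blood cell genes, with 27 in the table, had a median log2 ratio of 0.40 (percentile 100), and 23 were higher in KO. More red blood cell RNA in the KO livers may account for *Slc4a1*. The 4 most abundant haemoglobin genes had a median of 0.67, with a range from 0.49 to 0.79. Of 16 listed genes other than *Slc4a1* with a mean value of at least 5, 13 were higher in KO, with a median of 0.48. These 16 include haemoglobin genes, so both medians rest in part on the same genes. Among the 16 listed genes with recovered reads, 11 had their largest share in the KO library with the size factor of 0.886, so 1 library weighs on this pattern. Blood left in the tissue, blood formation in the liver and an effect of the genotype were not told from each other by these values.

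Splicing events differed more between libraries than clean reads did. Their total had a Pearson's r of 0.683 with the number of clean reads over the 6 libraries (permutation p = 0.144) and a Spearman's rho of 0.6 (permutation p = 0.242), a family of 2 tests. Without the 2 libraries farthest from the median of clean reads, r was −0.108. The number of clean reads and other differences between libraries cannot be told apart as sources of the events, because 6 libraries are too few and the libraries with fewer raw reads were both WT. No biological explanation was tested.

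The plasma proteins measured in the paper have liver transcripts in the authors' deposited table. *Apoa1* had a log2 ratio of −0.40 (*p* = 0.265), *Apoa4* −0.56 (*p* = 0.136), *Pon1* −0.16 (*p* = 0.539) and *Pla2g7*, the gene of PAF-AH, 0.19 (*p* = 0.629) in the authors' deposited table. The recovered reads of *Pla2g7* gave 43.9 ± 5.78 normalized reads (SD, n = 3 libraries) in KO and 37.5 ± 11.8 (SD, n = 3 libraries) in WT (two-sided exact permutation test, p = 0.5, with 0.1 as the smallest p possible). The 19 genes of HDL proteins had a median log2 ratio of −0.19 (percentile 0.85), with 15 lower in KO. Without the genes the paper names, 15 genes were left, with the same median (percentile 1.65).

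Of the 26 lists, 14 lay outside the limits, 10 high and 4 low, where 1.3 are expected by chance if genes were independent. The genes of a list are not independent, so this is a description. Synthesis of fatty acids and triglycerides had a median of 0.29 over 20 genes (percentile 100), and gluconeogenesis with glucocorticoid targets 0.14 over 12 genes (percentile 98.9). Bile acid synthesis had a median of −0.17 over 14 genes (percentile 2.26). Lists tied to the function of TXNDC5 stayed inside the limits. Protein disulfide isomerases and ER folding had a median of −0.04 (percentile 38.4), the unfolded protein response 0.04 (percentile 88.4) and NRF2 antioxidant genes 0.04 (percentile 95.8). The neighbours of *Txndc5* had −0.08 (percentile 31.9). Lymphocytes (−0.07), hepatic stellate cells and fibrosis (0.02), endothelium (−0.05), female-biased liver genes (−0.12), proliferation (−0.06), the interferon response (−0.04) and skeletal muscle (0.06) also had medians inside the limits. The medians of protein folding and of the interferon response are above 0 when the ratios are centred, so no direction is read from them.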
